# Analysis of neuronal injury transcriptional response identifies CTCF and YY1 as co-operating factors regulating axon regeneration

**DOI:** 10.3389/fnmol.2022.967472

**Published:** 2022-08-23

**Authors:** Oshri Avraham, Jimmy Le, Kathleen Leahy, Tiandao Li, Guoyan Zhao, Valeria Cavalli

**Keywords:** axon regeneration, sensory neurons, transcription factors, bioinformatics analyses, CTCF, YY1, E2F2, dorsal root ganglia

## Abstract

Injured sensory neurons activate a transcriptional program necessary for robust axon regeneration and eventual target reinnervation. Understanding the transcriptional regulators that govern this axon regenerative response may guide therapeutic strategies to promote axon regeneration in the injured nervous system. Here, we used cultured dorsal root ganglia neurons to identify pro-regenerative transcription factors. Using RNA sequencing, we first characterized this neuronal culture and determined that embryonic day 13.5 DRG (eDRG) neurons cultured for 7 days are similar to e15.5 DRG neurons *in vivo* and that all neuronal subtypes are represented. This eDRG neuronal culture does not contain other non-neuronal cell types. Next, we performed RNA sequencing at different time points after *in vitro* axotomy. Analysis of differentially expressed genes revealed upregulation of known regeneration associated transcription factors, including *Jun*, *Atf3* and *Rest*, paralleling the axon injury response *in vivo*. Analysis of transcription factor binding sites in differentially expressed genes revealed other known transcription factors promoting axon regeneration, such as *Myc, Hif1α, Pparγ, Ascl1a, Srf*, and *Ctcf*, as well as other transcription factors not yet characterized in axon regeneration. We next tested if overexpression of novel candidate transcription factors alone or in combination promotes axon regeneration *in vitro*. Our results demonstrate that expression of *Ctcf* with *Yy1* or *E2f2* enhances *in vitro* axon regeneration. Our analysis highlights that transcription factor interaction and chromatin architecture play important roles as a regulator of axon regeneration.

## Introduction

Neurons within the central nervous system lack the intrinsic capacity to regenerate their axons after injury, leading to permanent functional deficits. In contrast, peripheral sensory neurons with cell soma in the dorsal root ganglia (DRG) can switch to a regenerative state after nerve injury to enable axon regeneration and functional recovery. Defining how injured sensory neurons transition to a pro-regenerative state may suggest future therapeutic approaches to improve neuronal recovery following axon injury.

Sensory neurons project both a peripheral axon branch into peripheral nerves and a central axon branch through the dorsal root into the spinal cord, providing a unique model system to study the mechanisms that control the axon regeneration program. Lesion of the peripheral axon is followed by robust and successful regeneration, whereas outgrowth of the centrally projecting axons is weak and does not lead to functional recovery. Multiple studies have utilized this differential response to gain insight into the early transcriptional events associated with successful regeneration (Smith and Skene, 1997; Stam et al., 2007; Blackmore, 2012; Mahar and Cavalli, 2018). A growing number of transcription factors (TFs) have been functionally linked to axon growth and regeneration (Venkatesh and Blackmore, 2017; Mahar and Cavalli, 2018). TFs work both independently of and in concert with epigenetic modifiers to increase the expression of pro-regenerative genes after injury (Weng et al., 2016; Fawcett and Verhaagen, 2018; Mahar and Cavalli, 2018) and represent ideal targets for therapeutic treatment of CNS injury (Fagoe et al., 2014; Venkatesh and Blackmore, 2017). One of the transcription factors that has emerged in many studies is ATF3, which was shown to drive the injured state and to be necessary for axonal regeneration and functional recovery (Chandran et al., 2016; Renthal et al., 2020). However, while ATF3 overexpression can promote peripheral axon regeneration (Seijffers et al., 2007), ATF3 fails to do so in several models of CNS injury (Seijffers et al., 2006; Fagoe et al., 2015; Venkatesh et al., 2016). This may be due to the fact that differentially expressed genes containing an ATF3 binding motif and the epigenomic signatures are largely distinct after spinal cord injury compared to nerve injury (Palmisano et al., 2019; Ewan et al., 2021). Another possibility is that a combination of transcription factors may provide more robust regeneration than a single TF alone (Chandran et al., 2016; Wang et al., 2018; Venkatesh et al., 2021). While genetic manipulation of TFs is a promising strategy, no single TF will likely be sufficient to fully restore neuron-intrinsic growth potential, and multiple, functionally interacting factors will be needed.

Selecting the optimal combination of TF has remained a difficult challenge (Venkatesh and Blackmore, 2017). One reason for this is that previous sequencing and bioinformatics studies have used whole DRG as input for sequencing (Michaelevski et al., 2010; Puttagunta et al., 2014; Chandran et al., 2016; Palmisano et al., 2019). The DRG is a highly heterogeneous cell population that consists of several cell types, including neurons, satellite glial cells, and macrophages (Kwon et al., 2013; Niemi et al., 2013; Avraham et al., 2020), limiting downstream bioinformatics analysis (Omura et al., 2015; Chandran et al., 2016; Tedeschi et al., 2016; Palmisano et al., 2019; Shin et al., 2019). Single-cell approaches have been used to unravel the transcriptional response of sensory neurons to nerve injury *in vivo* (Renthal et al., 2020), but the limited depth of sequencing also limits the analysis of the TFs implicated in the regeneration program.

To address this challenge, we characterized an *in vitro* model of embryonic DRG neurons that is widely used for studies of axon injury responses (Miller et al., 2009; Sasaki et al., 2009, 2020; Cho and Cavalli, 2012; Cho et al., 2013, 2015; Oh et al., 2018; Bloom et al., 2022). RNA-sequencing of eDRG cultures treated with a mitotic inhibitor revealed that a week after plating, these cultures are highly enriched in sensory neurons, and contain some neural progenitors but do not contain non-neuronal cells. Comparison to an *in vivo* single-cell data set of DRG cells traversing the primary sensory neuron lineage (Sharma et al., 2020) indicated that neurons in these eDRG cultures remained at an embryonic stage with all neuronal subtypes represented. Analysis of differentially expressed genes after injury revealed downregulation of pathways related to ion channels and upregulation of known regeneration-associated genes, including *Jun, Atf3*, and *Rest*, paralleling the axon injury response *in vivo* (Broude et al., 1997; Tedeschi et al., 2016; Lisi et al., 2017; Oh et al., 2018; Renthal et al., 2020). Analysis of TFs binding sites in differentially expressed genes revealed other known transcription factors promoting axon regeneration, such as *Myc* (Belin et al., 2015), *Hif1a* (Cho et al., 2015), *Pparg* (Lezana et al., 2016), *Ascl1a* (Williams et al., 2015), *Srf* (Stern et al., 2013), *Ctcf* (Palmisano et al., 2019), as well as other transcription factors not yet characterized in axon regeneration. We tested if overexpression of candidate pro-regenerative TFs alone or in combination promotes axon regeneration *in vitro*. Our results demonstrate that the expression of *Ctcf*, which is also known for its role in chromatin three-dimensional organization, does not enhance axon regeneration. However, a combination of *Ctcf* with *Yy1* or *E2f2* promotes *in vitro* axon regeneration. Our analysis reveals that pairs of TFs can functionally synergize to promote axon regeneration and highlights that TF interactions and chromatin architecture are essential regulators of axon regeneration.

## Results

### The eDRG spot culture model contains mostly neurons

The *in vitro* model of embryonic DRG neurons is widely used for studies of axon injury responses related to both axon degeneration and axon regeneration (Miller et al., 2009; Sasaki et al., 2009, 2020; Cho and Cavalli, 2012; Cho et al., 2013, 2015; Oh et al., 2018; Bloom et al., 2022). Yet, what type of neurons and what developmental stage is present in this model have not been examined in detail. In this culture model, embryonic day 13.5 DRG are spot cultured in the presence of the mitotic inhibitor 5-fluorodeoxyuridine (FDU). To determine the purity of these cultures, we stained for satellite glial cells, the most abundant cell type in DRG, with antibodies to FABP7 (Avraham et al., 2020). We observed that at days *in vitro* 1 (DIV1), FABP7 positive glial cells are present in high numbers (Figures 1A,B) but are nearly absent by DIV7 (Figures 1A,B), consistent with our previous results (Avraham et al., 2020). FDU treatment eliminates non-neuronal proliferating cells from the culture, without affecting neuronal properties and viability (Lesslich et al., 2022). Consistently, we did not observe pycnotic nuclei in our FDU-treated cultures compared to no FDU. We also did not detect any differences in neuronal morphology or axon elongation between the cultures that were treated with or without FDU (Figure 1C and Supplementary Figure 1). We next collected the mRNA from DRG spot cultures at DIV7 and submitted them for RNA sequencing. 

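The control of the RNA sequencing was an eDRG spot culture with FDU that was left uninjured and collected at DIV7, in 3 replicates. The authors deposited the number of reads counted on each gene of each library, without normalization. Each library's counts covered 47643 genes, listed by Ensembl identifier and version, and 5 further entries for reads assigned to no gene. The 3 control libraries held 20428645, 13756966 and 20019792 counts on genes. Between 27.0% and 31.2% of all their counts fell on the entries for reads assigned to no gene. The paper's methods name STAR and featureCounts with GENCODE annotation vM20. The names of the 5 entries are those that htseq-count writes, and the identifiers of 39106 genes carry the version number that GENCODE vM21 gives on GRCm38. That annotation was used here for gene names, positions and exon lengths, and it named 47224 of the identifiers. The sample labels name rRNA depletion and SMARTer cDNA synthesis, whereas the paper's methods name a High Capacity reverse transcription kit and its results speak of mRNA. The CPM of a gene in the control culture was taken over the counts on genes of each library, and its RPKM also over the total exon length of the gene. The limit of detection was set at 3 counts, which came to 0.147, 0.218 and 0.15 CPM in the 3 libraries. This limit covers counting error only, since the reads carry no molecular identifiers and are not independent molecules.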

We examined the expression level of cell type-specific marker genes: satellite glial cells (*Fabp7, Kir4.1*, and *Cdh19*), myeloid/macrophages (*Cd45, Cd68*, and *Iba1*), endothelial (*Pecam, Chh5*, and *Cldn5*), Schwann cells (*Egr2, Gfap*, and *Mpz*), neural crest (*Foxd3, Sox2*, and *Nes*), neural progenitor markers (*Rtn4, Plxna4*, and *Dpysl3*) and sensory neurons (*Avil, Calca, TrkA*, and *Tubb3*). 

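In the control libraries, the sensory neuron marker Tubb3 (ENSMUSG00000062380.3, chromosome 8 of GRCm38 from 123411424 to 123422015) had 2932 ± 285 CPM (SD, n = 3). Avil had 741 ± 157 CPM, and Pou4f1, a further sensory neuron gene plotted in Figure 1D, had 280.5 ± 29.6 CPM. Calca was uneven, with 489 CPM in replicate 1 and 136 and 128 CPM in the others. The neural progenitor markers Dpysl3, Rtn4 and Plxna4 had 3112 ± 247, 1021 ± 41.4 and 413 ± 17.1 CPM. Among the markers of satellite glial cells, myeloid cells, endothelial cells, Schwann cells and neural crest, Aif1, which encodes Iba1 (ENSMUSG00000024397.14, chromosome 17 from 35170991 to 35176068), was the highest at 2.68 ± 0.914 CPM, from 32 to 76 counts per library. The next were Cd68 at 0.870 ± 0.285 CPM, Nes at 0.849 ± 0.563 CPM, Pecam1 at 0.727 ± 0.201 CPM and Fabp7 at 0.707 ± 0.347 CPM. The remaining markers lay between 0.0500 CPM for Cldn5 and 0.447 CPM for Cdh19. Ptprc, Cldn5, Gfap and Mag had at most 3 counts in every control library, so their expression was not detectable at this depth. The lowest neuronal or progenitor marker of each library was 71.3, 58.5 and 64.2 times as high as Aif1, a mean ratio of 64.6 ± 6.40 (SD, n = 3). With each replicate left out in turn, the mean ratio lay between 61.3 and 67.7, so the gap was larger than the spread between replicates. From the low levels of these markers and from its FABP7 staining, the paper concludes that FDU leaves a culture of sensory neurons and neural progenitors.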

Compared to the average expression of sensory neuron marker genes and neural progenitor marker genes, the expression of non-neuronal cells marker genes and neural crest genes were all very low, indicating that these non-neuronal cell types are very low or absent in our preparation (Figure 1D). We conclude that the presence of FDU causes the progressive death of essentially all non-neuronal cells, resulting in a culture model that includes only sensory neurons and neural progenitors after 7 days *in vitro*.

**FIGURE 1:**
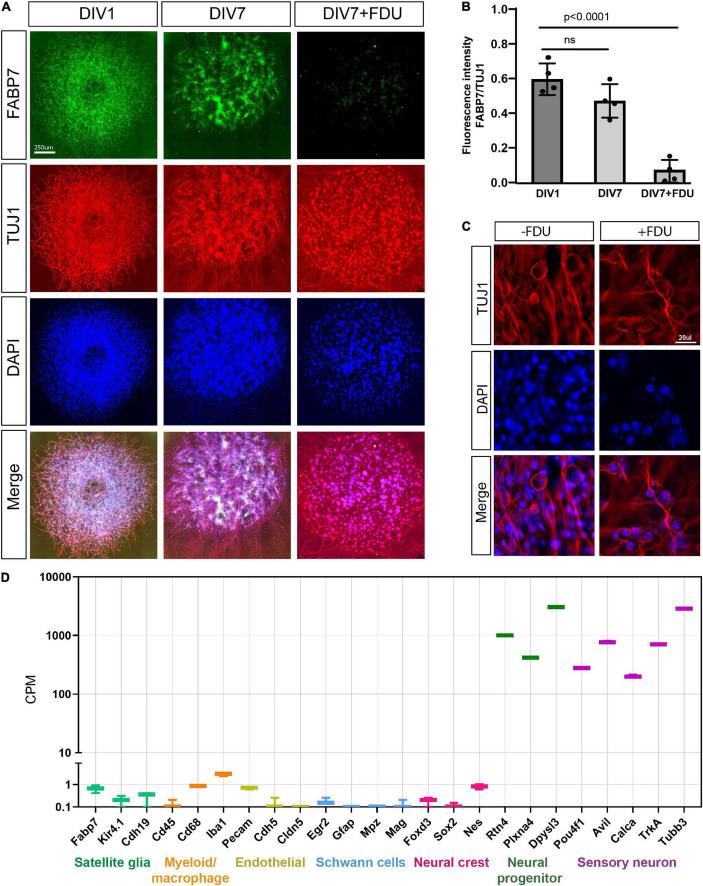
eDRG spot culture contains mostly sensory neurons after treatment with FDU. **(A)** Representative images of eDRG culture stained with the neuronal marker TUJ1 (red) and the Satellite glia marker FABP7 (green) at DIV1 and at DIV7 with and without treatment with FDU. Scale Bar: 250 μm. **(B)** Quantification of the fluorescence intensity of FABP7 normalized to TUJ1 at DIV1 and DIV7 ± FDU. *n* = 4 biologically independent animals. *P* values are determined by One way ANOVA. Data are presented as mean values ± SEM. **(C)** Representative images of eDRG culture in high magnification, with and without FDU, stained with TUJ1 (red) and DAPI (blue). Scale Bar: 20 μm. **(D)** Quantification of selected neuronal and non-neuronal markers (counts per million) from RNAseq analysis of eDRG spot culture at DIV7 treated with FDU.

### The eDRG spot culture model contains most neuronal subtypes present at E15.5 *in vivo*

Using this model, we next sought to understand whether neurons mature *in vitro* or remain at an unspecified stage and whether neuronal subtypes are present. Indeed, sensory neurons represent a heterogenous neuronal population that is specified during development in part by target-derived specific cues, such as NGF. In the eDRG spot culture model (eDRG spot), neurons are collected at E13.5 and cultured for 7 days in the presence of NGF. We thus compared the transcriptional profile of eDRG 7 days after plating to the transcriptomic atlas of cells traversing the somatosensory neuron lineage in mice (Sharma et al., 2020). We obtained the data from Sharma et al. for DRG at four developmental stages: E15.5, when innervation of peripheral and central target fields occurs; P0 when the maturation of sensory nerve ending with skin and other organs occurs and P5, when most peripheral endings mature into morphological states and central projection terminals are properly organized within select spinal cord laminae, and adult (P28-P42) (Sharma et al., 2020). From the single cell data, 15 neuronal subtypes were defined across these four developmental stages (Figure 2A and Supplementary Table 1) and each subtype was defined by the 4 most expressed genes (Supplementary Table 2). Fifty subtype-specific genes were then identified using the FindMarker function in Seurat (Supplementary Table 3). All genes were spot-checked by overlaying the expression levels on the t-SNE plot to ensure the computational method was correctly identifying genes with the prescribed features. We then combined read counts per subtypes, including scRNAseq and our eDRG spot RNAseq. The data were normalized with respect to library size and count differences were minimized between samples. We then calculated counts per million (CPM) and reads per kilobase million (RPKM) values and generated heat maps for the 50 enriched genes in each subtype. eDRG spot clustered closely to E15.5 in 11 out of 15 subtypes (Figure 2B). eDRG spot clustered with CGRP-Zeta from both E15.5 and P0 and with AbetaRA-LTMR and CGRP_Eta at E15.5, P0, and P5 (Figure 2B). Interestingly, the eDRG spot did not cluster with the unknown subtype (Figure 2B). This unknown subtype does not contain neural crest markers in the top 50 DEGs but expresses some neural progenitor genes, such as *Mllt11, Tuba1a, Stmn1, and Stmn2* (Supplementary Table 3). The neural progenitor genes expressed in the eDRG spot (Figure 1D) may reflect a different population of neural progenitors compared to the *in vivo* unknown cluster or represent a different developmental stage of this cluster. We also visualized the expression of genes in each neuronal subtype during development using RPKM with two different cut-offs (Figure 2C). These data further indicate that the eDRG spot model is most similar to E15.5 DRG *in vivo* and that most neuronal subtypes are present. These results suggest that while the eDRG spot is an embryonic culture, their stage at DIV7 is in between E17.5, in which axon growth *in vitro* is decreased and synapses have already formed *in vivo*, and E12.5, in which axon growth is active and synaptogenesis has not yet occurred (Prasad and Weiner, 2011; Tedeschi et al., 2016).

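For the eDRG spot side of Figure 2C, the mean RPKM of the 3 control libraries was computed for the genes of Supplementary Table 3. The sheet holds 49 genes for each of 15 subtypes, where the paper's text gives 50, which makes 735 entries, and 725 of them matched a gene of the libraries. Over the 14 named subtypes, 292 of 676 matched entries had an RPKM over 1 and 96 had an RPKM over 5. CGRP-Zeta had 33 genes over an RPKM of 1 and TrpM8 had 30, the most of the named subtypes. Sst had 6 and the nonpeptidergic nociceptors had 13, the fewest, and each of these subtypes had 6 further genes with a count of 0 in all 3 libraries. Over an RPKM of 5, the number ran from 0 genes for Sst to 12 genes for CGRP-Zeta. In the unknown subtype, all 49 genes had an RPKM over 1 and 46 had an RPKM over 5. In the single libraries, CGRP-Zeta had 31, 31 and 32 genes over an RPKM of 1 and Sst had 6, 7 and 7, so the subtypes differed by more than the replicates did. The number of genes over an RPKM of 5 moved most when the longest transcript replaced the total exon length, from 96 to 120 entries. The developmental stages plotted beside the eDRG spot are not analysed here.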

**FIGURE 2:**
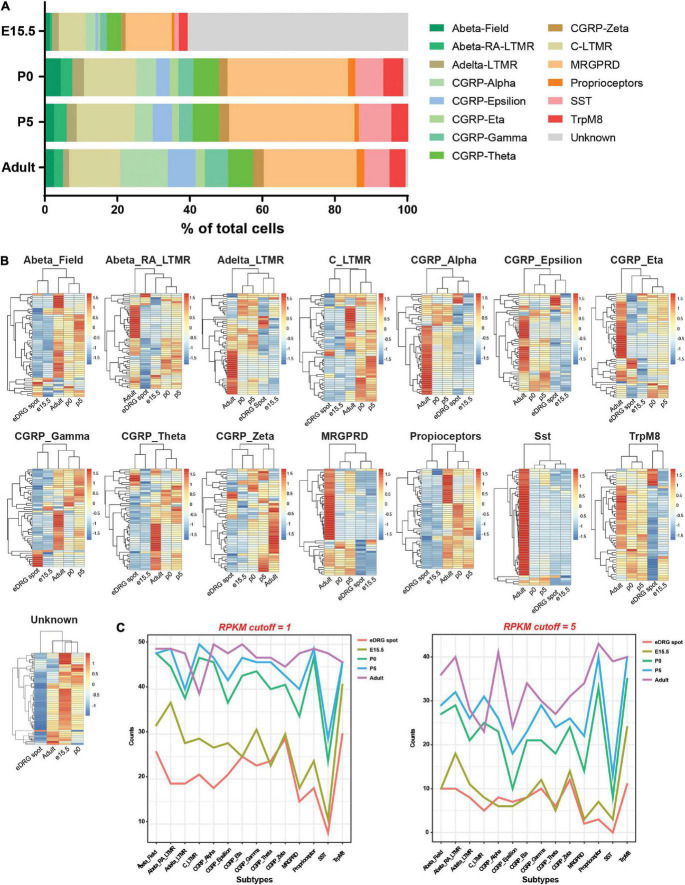
Neurons in the eDRG at DIV7 are similar to DRG neurons at the E15.5 developmental stage. **(A)** Fraction of 15 neuronal subtypes across four developmental stages of DRG neurons. **(B)** Heatmap shows the scaled *z*-score of the average CPM of 50 subtype-specific genes from eDRG controls and 4 developmental stages. Both row and column clustering were applied. High and low expressions are indicated in red and blue, respectively. **(C)** Plots of the counts of 50 subtype-specific genes expressed in each neuronal subtype during development using RPKM with cutoffs of 1 and 5.

### Transcriptional changes are induced by *in vitro* axotomy over time

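For the time course, the axons of eDRG spot cultures were severed with a blade, and cultures were collected 1, 3, 8, 16 and 24 h post injury (HPI), in 3 replicates per time point beside the 3 uninjured controls. The paper gives DIV7 as the day of injury, whereas the sample labels give DIV7 as the day on which the injured cultures were collected. The 18 libraries held between 9478891 counts on genes in 8 HPI replicate 2 and 23082327 in 3 HPI replicate 2. The median was 20019792 in control, 19135899 at 1 HPI, 18686497 at 3 HPI, 17542415 at 8 HPI, 16995702 at 16 HPI and 20652279 at 24 HPI. Once the mean of each time point was removed, the 45 pairs of libraries with the same replicate number correlated across genes with a mean r of 0.619, from 0.484 to 0.765. Pairs with different numbers had a mean r of -0.308, from -0.577 to -0.042. Genes are not independent replicates, so these r carry no test. The replicate number, which Figures 3A,B also key, was therefore fitted as a batch. The paper does not give the settings of its batch correction, which was not repeated. Genes over 1 CPM in at least 3 libraries were kept, 13771 of 47643. The counts were normalized by edgeR's TMM method and fitted by its quasi-likelihood model with terms for the time point and the batch. Each time point was compared with control by a two-sided test, and a gene was called differentially expressed with a Benjamini-Hochberg adjusted p under 0.05 and a change over 2-fold. In simulated counts of this design, 200 genes changed 3-fold were all called, with 2 false calls. The changed genes were drawn from those with higher expression. Their recovery therefore does not cover genes at low counts or changes near 2-fold. Every comparison shares the 3 control libraries. In simulated counts without any change, 32.6% of the 13771 genes therefore had the same sign at all 5 time points, where independent groups would give 6.25%.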

To unravel the neuron-intrinsic transcriptional changes in DRG neurons that arise after axon injury, we cut the axons of DRG neurons at DIV7 with a blade to induce an injury response and collected mRNA at 1, 3, 8, 16, and 24 h post injury (HPI). 

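The distance of each injured library from the control of its own batch was taken as the Euclidean distance in log2 CPM over the 500 most variable genes. It was 14.6 ± 1.46 (SD, n = 3) at 1 HPI, 16.8 ± 3.12 at 3 HPI, 20.4 ± 1.6 at 8 HPI, 27.3 ± 5.44 at 16 HPI and 20.5 ± 2.57 at 24 HPI. Such a distance is positive even between libraries that differ by noise alone. That part was not measured, so a ratio of distances is not a ratio of change. The 16 HPI libraries were further from control than the 24 HPI libraries in 3 of 3 batches (two-sided exact permutation test within batches, p = 0.25, the smallest p that 3 batches allow). The mean distance at 24 HPI exceeded that at 8 HPI by 0.115, which was within the spread between replicates (same exact permutation test, p = 1). Over all 13771 tested genes, the distance was 46.4 at 16 HPI, 38.6 at 24 HPI and 39.3 at 8 HPI, a scale that grows with the number of genes. The order of 8 and 24 HPI was also exchanged over the 2000 most variable genes, at 30.2 and 29.2, and without replicate 1, at 21.1 and 19.4. In the principal components of the same 500 genes with the batch removed, the first component held 36.5% of the variance and the second 14.9%. Along the first, 16 HPI lay 22.9 ± 6.97 (SD over 3 batches) from control, 24 HPI lay 13.8 ± 3.57 and 8 HPI lay 7.25 ± 3.24. With the batch left in, the first component parted 16 HPI from control by 6.19 and 24 HPI from control by 3.57.

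**Figure D1:**
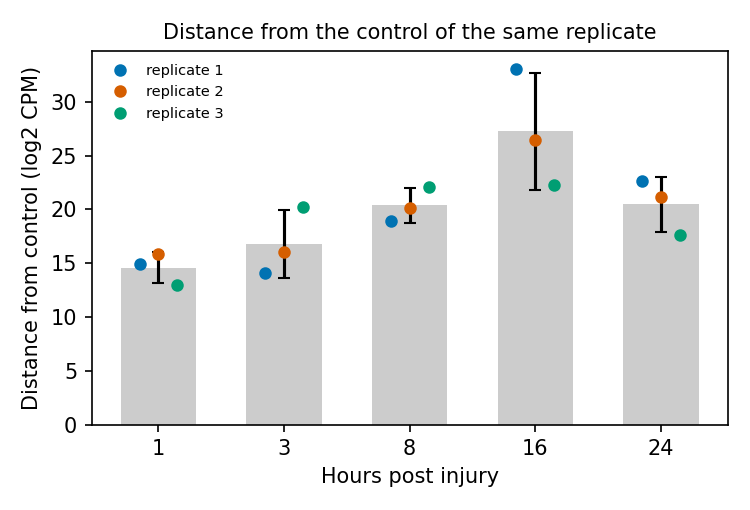
Distance of each injured library from the control library of the same replicate, in log2 CPM over the 500 most variable genes, against hours post injury. Bars give the mean of 3 replicates, error bars the SD and points the replicates. The 16 HPI replicates range from 22.3 to 33.1. Noise between libraries alone also gives a distance, and its size was not measured.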

Hierarchical clustering and PCA analysis with batch correction revealed that 16 and 24 HPI displayed the most significant changes (Figures 3A,B). We identified a total of 467 differentially expressed genes (DEG), with most changes occurring 8–24 HPI (> 2-fold change, Padj < 0.05) and most DEG genes being upregulated (Figure 3C and Supplementary Table 4). 

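At 1 HPI, 4 of the 13771 genes tested were called, all higher than control, and 1769 genes had an unadjusted p under 0.05. These were Fos, Fosb, Zfp185 and Arc, and 1 gene was called without control replicate 3. At 3 HPI, Fos, Fosb and Arc were called higher and the mitochondrial tRNA gene mt-Tp lower, and the number was 1 without 3 HPI replicate 2 and 8 without 3 HPI replicate 1. At 8 HPI, 35 were called higher and 39 lower, at 16 HPI 162 higher and 43 lower, and at 24 HPI 88 higher and 25 lower. Of the calls from 1 to 24 HPI, 4, 4, 73, 200 and 112 moved the same way in all 3 batches. The 5 comparisons made 400 calls, 292 of them higher, on 300 different genes. Fos, Fosb and Arc were called at all 5 time points. At 24 HPI, Fos kept its call in 14 of 16 alternatives and had a log2 fold change of 0.83 without control replicate 3. Fosb kept its call in 10 of 15 alternatives at 8 HPI and in 15 of 16 at 24 HPI. Both kept their calls at 16 HPI in every alternative that gave them an adjusted p, and Fos also at 8 HPI. Overlaps between time points are not independent, since the comparisons share the control libraries, and simulated counts without any change gave 0 calls at any time point and so no overlap to compare. Of the paper's 365 listed genes, 298 passed the filter and 256 were called at any time point. Adjusted over the list alone, 262 were called, which is not independent evidence since the study chose the list on these samples. The filter moved the count at 16 HPI most, since with genes over 1 CPM in all 18 libraries 68 were called at 16 HPI, and with at least 10 counts over all libraries 311 were called. Without the replicate block, 16 genes were called at 8 HPI, 108 at 16 HPI and 23 at 24 HPI. At 8 HPI, 40 genes were called without 8 HPI replicate 3, 35 of them higher, and 43 without control replicate 3, 33 of them higher. Without the replicate block, all 16 were higher. Most of the lower calls at 8 HPI were therefore lost in these fits. The balance held without 8 HPI replicate 1, with 33 of 73 calls higher, and without 8 HPI replicate 2, with 30 of 66. Fos (ENSMUSG00000021250.13, chromosome 12 of GRCm38 from 85473890 to 85477273) had a log2 fold change of 2.52 at 1 HPI (standard error 0.31, adjusted p = 0.000744 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), higher in 3 of 3 batches. Fosb followed at 1 HPI with a log2 fold change of 2.83 from at most 7 counts in control, and it lost its call without control replicate 3, at a log2 fold change of 2.58. At 8 HPI, the furthest lower were Gm44439, Gm42588 and Gal3st3, with log2 fold changes of -1.83, -1.78 and -1.66. Gm44439 and Gm42588 lost their calls without 8 HPI replicate 3, at -1.71 and -1.25. Of the genes called lower at 8 HPI, 29 had a GENCODE type other than protein-coding and are termed noncoding here. Of these, 16, Gm44439 and Gm42588 among them, were of the type TEC, for which coding status is left open. At 16 HPI, the furthest higher were Gm23935 and Lars2, which lie in a list of residual rRNA fragments, and Gm23935 fell from a log2 fold change of 6.41 to 1.81 without 16 HPI replicate 1. The furthest lower at 16 HPI were Gper1, Oprk1 and Kcnk18, with log2 fold changes of -2.06, -1.99 and -1.91. At 24 HPI, Bpifc was at least 13.2-fold higher and Upp1 at least 5.52-fold higher than the limit of 3 counts, which no control library exceeded.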

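Among the genes furthest from control, Zfp185 and Arc had log2 fold changes of 1.86 and 1.24 at 1 HPI. Zfp185 lost its call without control replicate 2 (1.79), control replicate 3 (1.95) or 1 HPI replicate 1 (1.79), and Arc without control replicate 2 (1.19), control replicate 3 (1.05), 1 HPI replicate 1 (1.26) or 1 HPI replicate 2 (1.24). At 3 HPI, Fosb and Arc had log2 fold changes of 2.745 and 1.43, and both lost their calls without control replicate 3 (2.50 and 1.24) or 3 HPI replicate 2 (2.68 and 1.30), and Arc also without control replicate 2 (1.39). The tRNA gene mt-Tp had -1.07 at 3 HPI and kept its call in 8 of 16 alternatives, with -0.71 without control replicate 1, -1.03 without control replicate 2, -0.87 without 3 HPI replicate 1 and -0.92 without 3 HPI replicate 2. At 8 HPI, Fos had 2.79, and Bpifc was at least 2.85-fold higher than the limit of detection. Bpifc kept its call at 8 HPI in 9 of 15 alternatives and lost it without control replicate 1, control replicate 3, 8 HPI replicate 2 or 8 HPI replicate 3. Gm42588 at 8 HPI also lost its call without control replicate 3 (-1.66), and Gm23935 at 16 HPI without control replicate 1 (5.34) or control replicate 3 (6.13). At 16 HPI, ENSMUSG00000089855.1 was at least 23.2-fold higher, although 16 HPI replicate 3 had no more than 3 counts of it. At 24 HPI, Dhrs9 had a log2 fold change of 3.10 from at most 5 counts in control. It was called in the 15 of 17 alternatives that gave it an adjusted p. The furthest lower at 24 HPI were ENSMUSG00000030771.15 at -1.85, Hba-x at -1.58 and Angptl7 at -1.49. Hba-x lost its call without control replicate 2 (-1.30) or 24 HPI replicate 2 (-1.28), and Angptl7 without 24 HPI replicate 1 (-1.36) or 24 HPI replicate 3 (-1.40). All 3 lost their calls without the replicate block, as did the 3 genes furthest lower at 16 HPI and the 3 at 8 HPI.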

Among the DEG, we identified 5 unique gene profile clusters with similar expression dynamics over time post-injury (Figures 3D,E and Supplementary Table 5). 

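The genes of the 5 clusters in Supplementary Table 5 were followed in the deposited counts as z-scores of log2 CPM with the batch removed. Of the listed genes, 70 of 83 in cluster 1, 34 of 36 in cluster 2, 116 of 141 in cluster 3, 40 of 60 in cluster 4 and 38 of 45 in cluster 5 passed the filter. The clusters were formed by the study from these libraries, so their course is not independent evidence. Cluster 2 had a mean z of 1.38 ± 0.234 (SD, n = 3 libraries) at 8 HPI and -0.773 ± 0.202 in control, and 27 of its 34 genes were highest at 8 HPI. Cluster 3 had a mean z of 1.56 ± 0.321 at 16 HPI, where 114 of its 116 genes were highest. Cluster 1 rose later, to a mean z of 1.30 ± 0.211 at 24 HPI, with 53 of its 70 genes highest there and 17 at 16 HPI. Cluster 4 had a mean z of 1.11 ± 0.174 in control, where 33 of its 40 genes were highest, and -1.02 ± 0.393 at 8 HPI. Cluster 5 had a mean z of 0.939 ± 0.161 in control, where 28 of its 38 genes were highest, and -1.18 ± 0.389 at 16 HPI. These differences between the highest and lowest group exceeded the spread between libraries. DESeq2's size factors in place of TMM left the numbers of genes highest at 8 HPI, at 16 HPI and in control as they were.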

Gene ontology (GO) analysis of each cluster revealed unique biological pathways (Supplementary Figure 2). 

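Ion channel genes were collected as the 248 protein-coding genes whose names begin with the prefix of a channel family, and 160 of them passed the filter. Their median log2 fold change was -0.09 at 1 HPI, -0.06 at 3 HPI, -0.08 at 8 HPI, -0.26 at 16 HPI and -0.17 at 24 HPI. Of the 160 genes, 40, 51, 54, 38 and 41 were higher than control at these time points. The set lay below the other genes at all 5 time points, with adjusted p from 1.6e-13 at 16 HPI to 1.3e-04 at 3 HPI (limma's camera with a preset correlation of 0.01, two-sided, Benjamini-Hochberg adjustment over the 5 time points). All 5 also passed with fry and with an estimated correlation between genes. The medians at 1, 3, 8 and 24 HPI moved most with a correction for GC content and gene length, to -0.04, -0.03, -0.04 and -0.11, and that at 16 HPI with a RUVs factor in place of the block, to -0.23. As a limit of this design, 5 of 50 assignments of the libraries to groups within batches, the real one included, also placed the set lower at 5 time points. Of the 78 tested genes of clusters 4 and 5, 4 were ion channel genes, all in cluster 5. These were Kcnk18 (ENSMUSG00000040901.7, chromosome 19 of GRCm38 from 59219214 to 59237374), Kcnj3, Kcnd2 and Chrna6, with log2 fold changes of -1.91, -1.15, -1.09 and -1.01 at 16 HPI. Kcnk18 and Kcnj3 lost their calls without the replicate block (adjusted p = 0.160 and 0.217 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Kcnd2 fell by less than 2-fold without 16 HPI replicate 1, at -0.998. Chrna6 kept its call in 8 of 16 alternatives and fell by less than 2-fold without control replicate 1, at -0.88. The channel gene Kcnj6 moved the other way, with a log2 fold change of 2.38 at 16 HPI, and lies in cluster 3.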

Clusters 4 and 5, in which genes are downregulated after injury, revealed enrichment for pathways related to ion channel activity, neurotransmitter, and synapse. These results parallel those of previous reports of the axon injury response *in vivo*, which demonstrated that ion channels are downregulated after injury, a process required for PNS regeneration (Tedeschi et al., 2016; Lisi et al., 2017; Oh et al., 2018). 

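Jun (ENSMUSG00000052684.4, chromosome 4 of GRCm38 from 95049034 to 95052222) had 39.3 ± 9.26 CPM (SD, n = 3) in control and 80.4 ± 16.1 CPM at 8 HPI. Its log2 fold change was 1.03 at 8 HPI (standard error 0.09, adjusted p = 1.5e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 0.80 at 16 HPI and -0.06 at 24 HPI. At 8 HPI it rose by less than 2-fold without 8 HPI replicate 2, at 0.96, without control replicate 2, at 0.996, and with a RUVs factor in place of the block, at 0.98. Without the replicate block, it did not pass the threshold (adjusted p = 0.12, same test). The change from 8 to 16 HPI was -0.22 and did not pass the threshold (adjusted p = 0.0976, same test), although it was lower in 3 of 3 batches. Atf3 (ENSMUSG00000026628.13, chromosome 1 from 191170296 to 191218039) rose from 13.5 ± 5.53 CPM in control to 118 ± 3.46 CPM at 16 HPI. Its log2 fold change was 2.29 at 8 HPI, 3.16 at 16 HPI and 1.19 at 24 HPI, where it rose by less than 2-fold without 24 HPI replicate 2, at 0.82, and without control replicate 1, at 0.98, and did not pass the threshold without the replicate block (adjusted p = 0.0844, same test). The change from 8 to 16 HPI was 0.87 (standard error 0.18, adjusted p = 0.00252, same test), higher in 3 of 3 batches. Without the replicate block, the adjusted p of that change was 0.163. Rest (ENSMUSG00000029249.15, chromosome 5 from 77265491 to 77286432) had 0.879 ± 0.190 CPM in control, where it had 13 to 21 counts, and 3.67 ± 0.474 CPM at 16 HPI. Its log2 fold change was 2.06 at 16 HPI (standard error 0.26, adjusted p = 7.9e-06, same test). At 8 HPI it was -0.37 and did not pass the threshold (adjusted p = 0.616, same test), and without 8 HPI replicate 1 it was 0.0054. From 8 to 16 HPI it rose by 2.43 on the log2 scale (adjusted p = 1.2e-05, same test), in 3 of 3 batches.

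**Figure D2:**
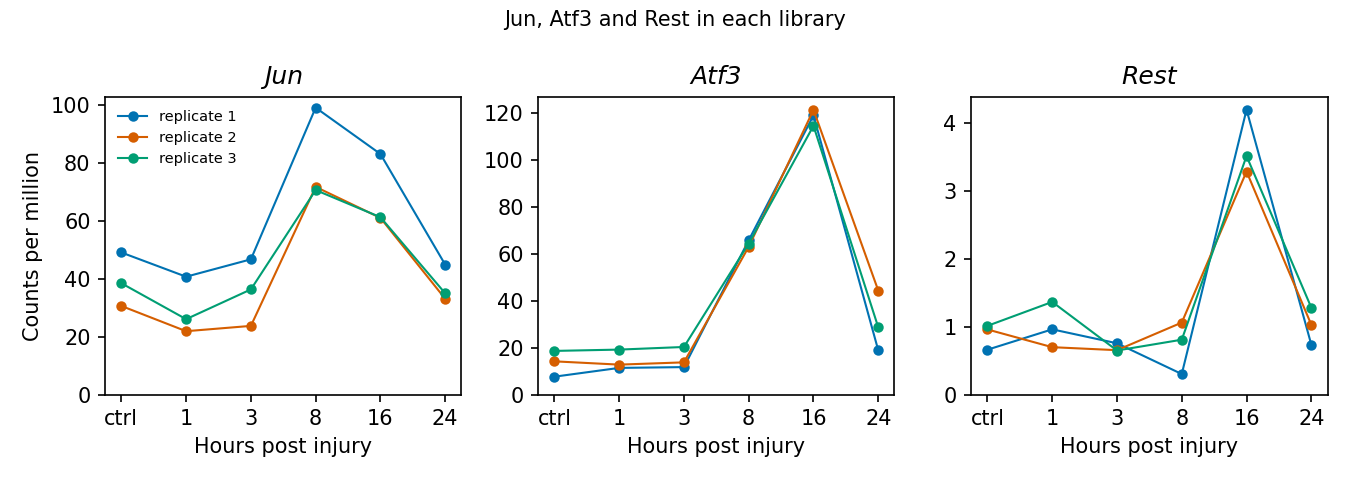
CPM of Jun, Atf3 and Rest in each of the 18 libraries against hours post injury, with one line per replicate and control at the left. Jun is highest at 8 HPI in all 3 replicates, and Atf3 and Rest are highest at 16 HPI in all 3.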

Pro-regenerative TFs known for their role *in vivo*, such as *Jun*, *Atf3*, and *Rest*, were found in clusters 2 and 3, in which expression peaked at 8 and 16 HPI, respectively. Cluster 2 and cluster 3 were enriched for pathways related to transcription factor, DNA binding, MAPK signaling, p53 signaling, and Wnt signaling, which are also known to regulate axon regeneration *in vivo* (Smith and Skene, 1997; Di Giovanni et al., 2006; Shin et al., 2012; Mahar and Cavalli, 2018). To further determine if the DEG elicited by *in vitro* axotomy is related to the *in vivo* situation, we compared our results to two recent studies that identified DEG in adult mice sensory neurons following sciatic nerve crush injury (Renthal et al., 2020; Ewan et al., 2021). 

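Of the 67 genes that Supplementary Table 4 gives as shared with the in vivo studies, 62 passed the filter and 56 were called at any time point. Adjusted over the list alone, the number was also 56, which is not independent evidence since the study chose these genes on the same libraries. It was lowest with genes over 1 CPM in all 18 libraries and without the replicate block, at 26 in both. With each library left out in turn, it lay between 42 without control replicate 1 and 59 without 16 HPI replicate 2. The in vivo expression values behind the comparison are not analysed here.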

We found 67 genes that were shared between the eDRG spot and at least one of the *in vivo* injury datasets (Figure 3F and Supplementary Table 4). To further determine if known pro-regenerative TFs are expressed in the eDRG spot model, we examined the up-regulated DEG and found that 29 were TFs, with 10 of them showing up-regulation at 8, 16, and 24 HPI (Table 1). These included TF known for their pro-regenerative function, such as *Rest*, *Jun*, and *Atf3*, paralleling the axon injury response *in vivo* (Broude et al., 1997; Tsujino et al., 2000; Mahar and Cavalli, 2018; Oh et al., 2018; Carlin et al., 2019; Renthal et al., 2020). 

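Of the 29 TFs of Table 1, 26 passed the filter and 24 were called higher at any time point. Adjusted over the list alone, 24 were called, which is not independent evidence since the study chose the TFs on these libraries. The numbers called were 2 at 1 HPI, 2 at 3 HPI, 12 at 8 HPI, 19 at 16 HPI and 6 at 24 HPI. Called at all of 8, 16 and 24 HPI were 3 TFs, Fos, Fosb and Atf3, and 10 were called at 2 or more of these time points, in comparisons that share the control. Without control replicate 1, and also without control replicate 3, 1 TF was called at all of 8, 16 and 24 HPI. Tgif1 had a log2 fold change of 1.08 at 8 HPI (adjusted p = 0.157 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). L3mbtl3 and Creb3l2 rose at 16 HPI by less than 2-fold, with log2 fold changes of 0.98 and 0.93. Nr4a1, Zbtb16 and Gli3 lay below the filter, with at most 28, 19 and 24 counts in any library. The number of TFs called was lowest, at 14, with genes over 1 CPM in all 18 libraries and without the replicate block. From the genes changed in culture, such as Rest, Jun and Atf3, the paper concludes that the response parallels in part the one seen in vivo.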

We found that 11 of the 29 TFs were also differentially expressed in adult sensory neurons following nerve injury (Figure 3G and Table 1). To identify TFs that may regulate the expression of the upregulated DEG at 8, 16, and 24 HPI, we used an in-house algorithm that combines different analysis methods to predict TF binding sites (MORA, oPOSSUM3, and HOMER) (Zhao et al., 2007). We found a total of 43 TFs that were predicted in at least 2 different analysis methods (Table 2). These included previously characterized TFs, such as *Myc (Belin et al., 2015), Hif1a* (Cho et al., 2015), *Pparg* (Lezana et al., 2016), *Ascl1a* (Williams et al., 2015), *Srf* (Stern et al., 2013) and *Ctcf* (Palmisano et al., 2019), as well as other transcription factors not yet characterized in axon regeneration.

**FIGURE 3:**
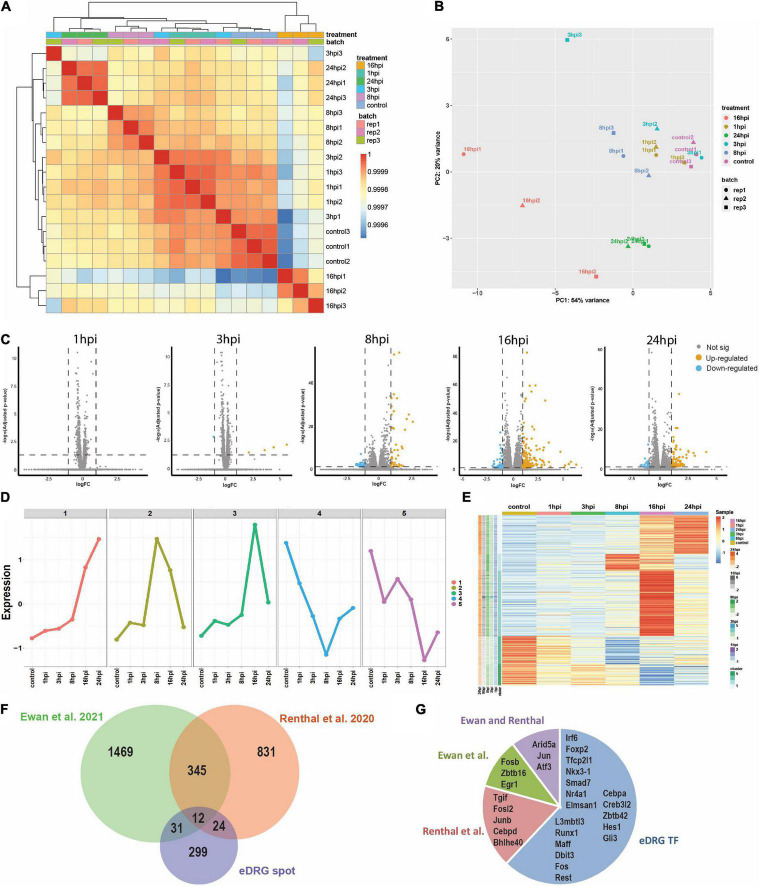
Time course analysis (1, 3, 8, 16, and 24 h) of the transcriptional response to injury in eDRG spot culture. **(A)** Heatmap of correlation of samples from time-course RNAseq analysis after axotomy. **(B)** PCA analysis of time-course RNAseq analysis after axotomy illustrates the relative similarity between sample groups at control, 1, 3, 8, 16, and 24 hpi (3 replicates per time point). **(C)** Volcano plots of differentially regulated genes after injury (*p* adj < 0.05, FC > 2). **(D)** K-means clustering identified five unique gene profile clusters with similar gene expression dynamics according to the time-course gene expression data. **(E)** Heatmap shows the scale z-score of the average CPM of 365 differentially expressed genes from time-course data. Red and blue cells indicate relative gene upregulation and downregulation, respectively. Green cells indicate cluster types identified in D. the cells next to cluster type are genes that are significantly expressed at different time points between treated and control groups. **(F)** Venn diagram comparing the differentially expressed genes after injury in the eDRG spot culture and 2 datasets of *in vivo* adult injury using enriched neuronal populations. **(G)** Out of the 29 up-regulated TFs in the eDRG spot, 11 were also identified in adult DRG neurons following sciatic nerve crush.

**TABLE 1:** TFs that were differentially upregulated at different hours after *in vitro* axon injury.

TFs	Domain	Condition
Arid5a	ARID	8/16 hpi
Tfcp2l1	CP2	16 hpi
Foxp2	Fork_head	16 hpi
Nkx3-1	Homeobox	16 hpi
Tgif1	Homeobox	8/16/24 hpi
Irf6	IRF	16 hpi
Smad7	MH1	16 hpi
Nr4a1	NGFIB-like	16/24 hpi
Elmsan1	Others	8 hpi
L3mbtl3	Others	16 hpi
Runx1	Runt	16 hpi
Jun	TF_bZIP	8 hpi
Maff	TF_bZIP	8 hpi
Fosl2	TF_bZIP	8/16 hpi
Ddit3	TF_bZIP	8/16 hpi
Fosb	TF_bZIP	8/16/24 hpi
Fos	TF_bZIP	8/16/24 hpi
Atf3	TF_bZIP	8/16/24 hpi
Junb	TF_bZIP	16 hpi
Cebpa	TF_bZIP	16 hpi
Creb3l2	TF_bZIP	16 hpi
Cebpd	TF_bZIP	16 hpi
Zbtb16	ZBTB	16 hpi
Zbtb42	ZBTB	16/24 hpi
Hes1	bHLH	8 hpi
Bhlhe40	bHLH	8 hpi
Egr1	zf-C2H2	8/16 hpi
Gli3	zf-C2H2	16 hpi
Rest	zf-C2H2	16 hpi

**TABLE 2:** TFs prediction binding sites of differentially up-regulated genes at 8, 16, and 24 HPI.

8 hpi	TF_Name	MORIA	oPOSSUM	homer	Family_Name	Num_Yes	Rank
1	STAT1	1	1	1	STAT	3	1
2	ARNT	1	1	0	BHLH	2	2
3	EGR1	1	1	0	C2H2 ZF	2	2
4	EGR2	1	0	1	C2H2 ZF	2	2
5	ELK1	1	1	0	ETS	2	2
6	FEV	1	1	0	ETS	2	2
7	GABPA	1	1	0	ETS	2	2
8	GATA1	0	1	1	GATA	2	2
9	HIF1A	1	1	0	BHLH	2	2
10	INSM1	1	1	0	C2H2 ZF	2	2
11	IRF2	1	0	1	IRF	2	2
12	JUN	1	1	0	BZIP	2	2
13	MYC	1	1	0	BHLH	2	2
14	MZF1	1	1	0	C2H2 ZF	2	2
15	NFE2L2	1	1	0	BZIP	2	2
16	NR4A2	1	1	0	NUCLEAR RECEPTOR	2	2
17	PAX5	1	0	1	PAIRED BOX	2	2
18	PLAG1	1	1	0	C2H2 ZF	2	2
19	RELA	1	1	0	REL	2	2
20	RORA	1	1	0	NUCLEAR RECEPTOR	2	2
21	RXRA	1	1	0	NUCLEAR RECEPTOR	2	2
22	SP1	1	1	0	C2H2 ZF	2	2
23	SRF	1	1	0	MADS BOX	2	2
24	YY1	0	1	1	C2H2 ZF	2	2

**16 hpi**	**TF_Name**	**MORIA**	**oPOSSUM**	**homer**	**Family_Name**	**Num_Yes**	**Rank**

1	AR	1	1	0	NUCLEAR RECEPTOR	2	1
2	ARNT	1	1	0	BHLH	2	1
3	CTCF	1	1	0	C2H2 ZF	2	1
4	E2F2	1	1	0	E2F	2	1
5	EBF1	1	1	0	BHLH	2	1
6	EGR1	1	1	0	C2H2 ZF	2	1
7	ESR1	1	1	0	NUCLEAR RECEPTOR	2	1
8	HIF1A	1	1	0	BHLH	2	1
9	HINFP	1	1	0	C2H2 ZF	2	1
10	HNF4A	1	1	0	NUCLEAR RECEPTOR	2	1
11	INSM1	1	1	0	C2H2 ZF	2	1
12	IRF2	1	1	0	IRF	2	1
13	JUN	0	1	1	BZIP	2	1
14	NFKB1	1	1	0	REL	2	1
15	NR3C1	1	1	0	NUCLEAR RECEPTOR	2	1
16	PAX5	1	1	0	PAIRED BOX	2	1
17	PLAG1	1	1	0	C2H2 ZF	2	1
18	PPARG	1	1	0	NUCLEAR RECEPTOR	2	1
19	RELA	1	1	0	REL	2	1
20	RXRA	1	1	0	NUCLEAR RECEPTOR	2	1
21	SP1	1	1	0	C2H2 ZF	2	1
22	SPI1	1	1	0	ETS	2	1
23	SPIB	0	1	1	ETS	2	1
24	SRF	1	1	0	MADS BOX	2	1
**24 hpi**	**TF_Name**	**MORIA**	**oPOSSUM**	**homer**	**Family_Name**	**Num_Yes Rank**

1	ARNT	1	1	1	BHLH	3	1
2	ATF7	1	0	1	BZIP	2	2
3	CREB1	1	1	0	BZIP	2	2
4	E2F1	1	1	0	E2F	2	2
5	EBF1	1	1	0	BHLH	2	2
6	EGR1	1	1	0	C2H2 ZF	2	2
7	ESRRB	1	1	0	NUCLEAR RECEPTOR	2	2
8	INSM1	1	1	0	C2H2 ZF	2	2
9	JUN	1	1	0	BZIP	2	2
10	MYOG	1	0	1	BHLH	2	2
11	PAX5	1	1	0	PAIRED BOX	2	2
12	PLAG1	1	1	0	C2H2 ZF	2	2
13	RXRA	1	1	0	NUCLEAR RECEPTOR	2	2
14	SPI1	1	1	0	ETS	2	2
15	VDR	1	1	0	NUCLEAR RECEPTOR	2	2
16	YY1	1	1	0	C2H2 ZF	2	2
17	ZFP423	1	1	0	C2H2 ZF	2	2

### Lentiviral-based expression of pro-regenerative TF identifies TF combination that improves axon regeneration *in vitro*

Because it is likely that a single TF is not sufficient to fully restore neuron-intrinsic axon growth potential, and that a combination of TFs is needed (Venkatesh and Blackmore, 2017), we decided to overexpress combinations of TFs identified in our analysis, and test if a given TF combination can promote regeneration. We used the eDRG spot culture model to screen the effect of lentiviral mediated expression of TFs combinations on regenerative axon growth 24 h after *in vitro* axotomy, as described previously (Cho et al., 2013, 2015; Avraham et al., 2020). We selected 8 TFs that were predicted to regulate DEG after injury in our analysis and were also identified in different *in vivo* regeneration models but have not been directly tested for their pro-regenerative potential. These are *Atf3* (Tsujino et al., 2000; Chandran et al., 2016; Renthal et al., 2020), *Fos* (Stam et al., 2007; Michaelevski et al., 2010), *Egr1* (Zou et al., 2009; Michaelevski et al., 2010), *Nfya* (Smith et al., 2011), *Ebf1* (Smith et al., 2011), *E2f2* (Pita-Thomas et al., 2021), *Ctcf* (Palmisano et al., 2019; Pita-Thomas et al., 2021), *Yy1* (Stam et al., 2007). Interestingly, CTCF is also known as a chromatin remodeler and conditional deletion of CTCF *in vivo* impairs nerve regeneration, implicating chromatin organization in the regenerative competence (Palmisano et al., 2019). Whether CTCF expression is sufficient to enhance axon regeneration had not been tested.

eDRG spot cultured neurons were infected with lentiviruses expressing the selected TFs in pairwise combination 4 days before axotomy (Figure 4A). Axons were injured at DIV7, immunostained for the regeneration marker SCG10 24 h later and, analysis for axon growth past the injury site was performed as described previously (Figure 4A; Cho et al., 2015; Avraham et al., 2020). Axonal length after treatment with an expression of TF combinations was normalized to lentivirus expressing mCherry as a control. We verified that in these conditions, transduction efficiency was high by detection of mCherry in > 90% of neurons (Supplementary Figure 3). We observed that a combination of the TFs *Ctcf* with *Yy1* or *E2f2* had a significant effect on regenerative axon growth (Figures 4B,C), but there was no significant increase in axon growth when *Ctcf*, *E2f2*, or *Yy1* were expressed alone (Figures 4C,D). These results identify *Ctcf*, *Yy1*, and *E2f2* as new pro-regenerative TFs and highlight that TF interaction and chromatin remodeling play an important role as a regulator of axon regeneration.

**FIGURE 4:**
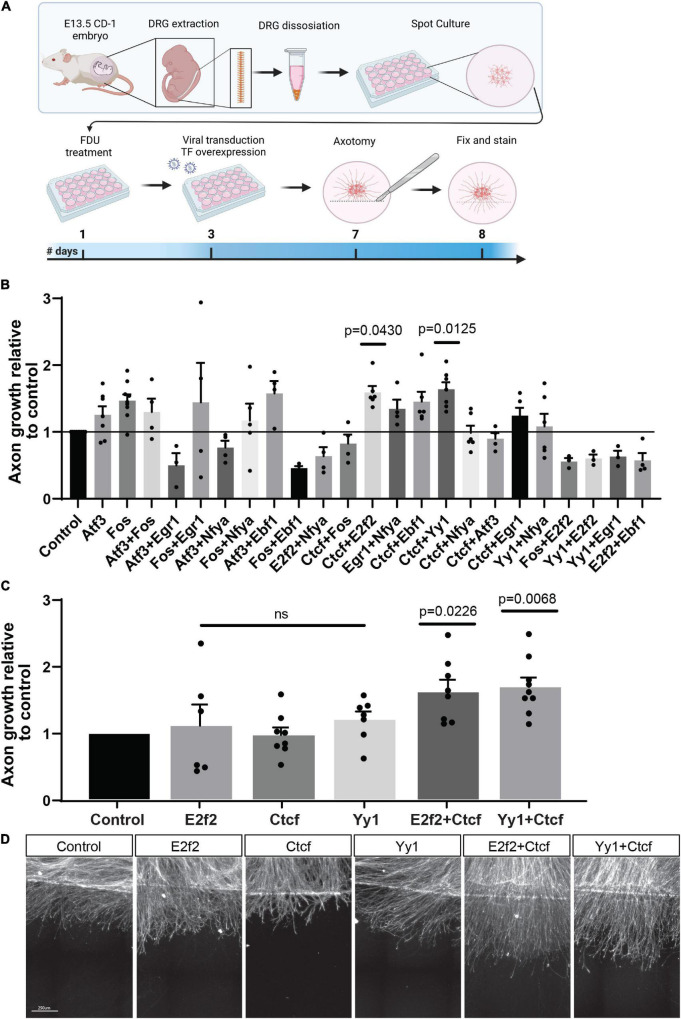
Overexpression of TF combinations in eDRG axotomy model. **(A)** Schematic timeline of the experimental procedure for TF overexpression in injured cultured eDRG neurons. **(B)** Axon growth of infected cells with TF combinations relative to control. **(C)** Significant TF were tested alone and repeated in combinations. **(D)** Represented images of axotomized cultures infected with the pro-regenerative TFs alone and in combinations. Scale Bar: 250 μm. *n* = 3–9 biologically independent animals examined over 2 independent experiments *P*-values determined by one-way ANOVA followed by Dunnett’s multiple comparisons test. Data are presented as mean values ± SEM.

## Discussion

In the present study, we used RNA-sequencing and bioinformatic analyses to identify pairs of TFs that synergize to promote axon regeneration. Our analysis provides a framework for the development of combinatorial gene over-expression approaches which may provide strategies to induce axon regeneration *in vivo.* We also characterized the eDRG spot culture model and determined that this model partially mimics the *in vivo* injury responses.

Our data suggest that the eDRG spot culture is a useful model to identify genes and transcription factors that regulate the neuron’s intrinsic capacity for axon regeneration. Our analysis reveals that this model contains sensory neurons that are in a stage between E12.5, in which axon growth is active and synaptogenesis has not occurred *in vivo*, and E17.5, in which axon growth *in vitro* is decreased and synapses have already formed *in vivo*. The DEG elicited by *in vitro* injury parallels in part those observed *in vivo*. However, this model does present limitations, given that non-neuronal cells are not present and thus contributions from satellite glial cells (Avraham et al., 2020, 2021), immune cells (Niemi et al., 2013) or other extrinsic factors, such as the microbiome (Serger et al., 2022), are not contributing to the neuronal response to injury. This model also does not allow to study the age-dependent neuronal regenerative decline (Zhou et al., 2022). The strengths of this model lie in the ability to study intrinsic neuronal mechanisms that regulate axon growth capacity in a defined and characterized neuronal population that are accessible to genetic and pharmacological manipulations.

Previous studies have taken different approaches to identify regulators of axon regeneration, including high throughput phenotypic screening (Simpson et al., 2015; Huebner et al., 2018; Karney-Grobe et al., 2018; Sekine et al., 2018) and transcriptional-based approaches (Michaelevski et al., 2010; Puttagunta et al., 2014; Cho et al., 2015; Omura et al., 2015; Chandran et al., 2016). Each method has provided key insight into the molecular mechanisms of regeneration and identified targets that can promote some axon regeneration. ATF3 is a key TF inducing the pro-regenerative state in sensory neurons and loss of ATF3 impairs axon regeneration (Tsujino et al., 2000; Seijffers et al., 2007; Renthal et al., 2020). Overexpression of ATF3 alone or in combination with c-jun was shown to improve DRG axon growth *in vitro* (Chandran et al., 2016) and had only a mild effect on cortical neuron neurite outgrowth *in vitro* (Simpson et al., 2015). However, ATF3 expression fails to promote robust axon regrowth in several models of CNS injury (Seijffers et al., 2006; Fagoe et al., 2015; Venkatesh et al., 2016). This may be due to the fact that differentially expressed genes containing an ATF3 binding motif and the epigenomic signatures are largely distinct after spinal cord injury compared to nerve injury (Palmisano et al., 2019; Ewan et al., 2021). Indeed, several epigenetic mechanisms implicating histone deacetylase (HDAC3 and HDAC5) and histone acyltransferase (PCAF) operate after peripheral but not central axon injury (Cho and Cavalli, 2012; Finelli et al., 2013; Puttagunta et al., 2014; Hervera et al., 2019). The combination of TFs expression with epigenetic modifiers might synergize to stimulate long-range axon regeneration.

Recent epigenomics studies revealed that neuronal conditional deletion of CTCF impaired nerve regeneration, implicating chromatin organization in the axon regenerative competence (Palmisano et al., 2019). Whether CTCF expression could promote axon regeneration had not been tested. CTCF is known as a chromatin remodeler with a critical role in connecting higher-order chromatin folding in pluripotent stem cells (Beagan et al., 2017). Our results suggest that CTCF expression in combination with E2F2 or YY1, but not alone, stimulates axon growth *in vitro*. This co-factor requirement appears specific since CTCF did not synergize with NFYA, FOS, ATF3, EGR1, or EBF1 in our assay or with KLF6 in a cortical growth assay (Venkatesh et al., 2021). In the context of genome imprinting, YY1 is a required cofactor for CTCF function in the X chromosome binary switch (Donohoe et al., 2007). Many clustered YY1 and CTCF binding sites are conserved among humans, mice, and cows (Kang et al., 2009). YY1 contributes to enhancer-promoter structural interactions in a manner analogous to DNA interactions mediated by CTCF (Weintraub et al., 2017), suggesting that enhancer-promoter looping facilitates gene expression required for axon regeneration. This may also underlie why combined TF expression without chromatin remodeler can increase collateral sprouting but not long-range regenerative growth through sites of the spinal lesion (Venkatesh et al., 2021). Indeed, prior work shows that the epigenetic landscape of pro-growth genes acquires marks of heterochromatin and transcriptional repression with age (Venkatesh et al., 2016). Reactivating the pro-growth program will require changes in the epigenomic landscape. Our algorithm that combines different analysis methods to predict TF binding sites provides useful insights into the selection of TF combinations and suggests that CTCF represents a potent target for those combinations. In combination with previous bioinformatics analyses of axon regeneration (Chandran et al., 2016; Venkatesh and Blackmore, 2017), our results will help guide future experiments to select optimal TFs combinations for promoting axon regeneration.

## Materials and methods

### Animals and procedures

All animal procedures were performed in accordance with the WashU animal care committee’s regulations. Time pregnant e13.5 CD-1 mice were used for all experiments.

### Embryonic DRG cultures and regeneration assay

Dorsal root ganglia were isolated from time pregnant e13.5 CD-1 mice into dissection media consisting of DMEM and Pen/Strep. After a short centrifugation, dissection media was aspirated and cells were digested in 0.05% Trypsin-EDTA for 25 min. Next, cells were pelleted by centrifuging for 2 min at 500 × *g*, the supernatant was aspirated, and Neurobasal was added. Cells were then triturated 25x and added to the growth medium containing Neurobasal, B27 Plus, 5 μM FDU, 1 ng/ml NGF, Glutamax, and Pen/Strep. Approximately 10,000 cells were added to each well in a 2.5 μl spot. Spotted cells were allowed to adhere for 10 min before the addition of the growth medium. Plates were pre-coated with 100 μg/ml poly-D-lysine overnight and washed with sterile water prior to plating. For the regeneration assay, lentivirus was added on DIV3. Cells were then injured using an 8 mm microtome blade on DIV 7 and fixed 24 h later with 4% PFA. For immunostaining, wells were incubated in PBS-0.1% Triton (PBST) for 1 h at room temperature containing SCG10 primary antibody (Novus Bio NBP1-49461; RRID:AB_10011569). The wells were then washed 3x with PBST and then incubated in PBST solution containing fluorescent-labeled goat anti-rabbit secondary antibody (AlexaFluor-555; Invitrogen A21428; RRID:AB_141784) for 1 h at room temperature. Finally, wells were washed 3x with PBS. For immunostaining of spot culture at DIV1 and DIV7, wells were stained with TUJ1 primary antibody (Biolegend 802001; RRID:AB_2564645), Fabp7 (Thermo Fisher Scientific Cat# PA5-24949, RRID:AB_2542449) and DAPI (1:1,000).

### Viral production

To produce lentivirus, HEK293T cells were grown on 15 cm plates to a confluency of 70–90%. On DIV0, 3 μg PMD2.G, 9 μg PsPax2, and 12 μg of target plasmid were incubated for 15 min with 96 μg of PEI Max (Polysciences 24765-1) per 15 cm dish in Optimem at room temperature. Following incubation, the transfection solution was added dropwise to the plate, gently mixed, and incubated for 96 h. Following incubation, viral-containing supernatant was collected and centrifuged at 500 × *g* for 10 min to remove cellular debris. Cleared supernatants were further filtered with a 0.45 μm PES filter to remove the remaining debris. A total of 30 μl of viral-containing supernatant was added into 500 μl of media in each well in a 24-well plate. Virus with mCherry was used as a control for infection efficiency and for axon regeneration. Overexpression clones in the lentiviral backbone vector Plx304 were obtained from the human lentiviral ORF library (transOMICs).

**Table:** 

Gene symbol	Clone ID	Gene ID
ATF3	TOLH-1504621	467
FOS	TOLH-1506177	2353
CTCF	TOLH-1511000	10664
YY1	TOLH-1504348	7528
EGR1	TOLH-1518371	1958
NFYA	TOLH-1509753	4800
EBF1	TOLH-1517318	1879
E2F2	TOLH-1508827	1870
		

### RNA sequencing and bioinformatics analysis

For RNA sequencing experiments, embryonic dorsal root ganglia were injured with a blade, isolated at 1, 3, 8, 16, and 24 h post-injury. Cells were lysed and total RNA was extracted using the PureLink RNA Mini Kit (Thermo Fisher Scientific 12183018A) with on-column DNase treatment (Thermo Fisher Scientific 12185010). Next, RNA concentration was determined using a NanoDrop 2000 (Thermo Fisher Scientific). First-strand synthesis was then performed using the High Capacity cDNA Reverse Transcription kit (Applied Biosystems).

Samples were submitted to the Genome Access Technology Center at Washington University in St. Louis for library preparation and sequencing. Libraries were sequenced on an Illumina HiSeq2500 using 2 × 101 bp runs.

Reads were processed using an in-house pipeline and open-source R packages. Briefly, raw reads were first trimmed using cutadapt to remove low-quality bases and reads. Trimmed reads were then aligned to the mouse genome 10 mm with GENCODE annotation vM20 using STAR (v2.5.4) with default parameters. Transcript quantification was performed using featureCounts from the subread package (v1.6.3). further quality control assessments were made using RSeQC and RSEM, and the batch correction was performed using edgeR, EDASeq, and RUVSeq. Gene type and transcription factor (TF) annotation were performed using mouse GENCODE vM20 and AnimalTFDB, respectively.

Principle component analysis and differential expression analysis for neurons collected at 1, 3, 8, 16, and 24 h post injury (HPI) and control groups were determined using DESeq2 in negative binomial mode using batch-corrected transcripts from featureCounts (> 2-fold expression change, > 1 count per million (CPM), Benjamini corrected *P* < 0.05). Pairwise comparisons were made between time points vs control to determine differentially expressed genes (DEGs) within each group. To determine transcription factor binding site enrichment, the significantly upregulated genes were used as input for oPOSSUM 3.0 for TF enrichment analysis with a default cutoff for statistical significance^1^. TF enrichment was also confirmed using the prediction of TF binding sites (MORIA and HOMER). The HOMER (Heinz et al., 2010) and motif over-representation analysis (MORA) (Zhao et al., 2007) algorithms were used to identify transcription factor binding sites enriched in the upstream regions compared with background sequences in the genome. An in-house script was used to generate a combined ranking of predicted TFs.

### Image analysis

All images were acquired at 10x using a Nikon TE2000 microscope and image analysis was completed using Nikon Elements. For embryonic dorsal root ganglia experiments, regenerative length was measured from the visible blade mark to the end of the regenerating axons. Each technical replicate was measured 4–6 times and three technical replicates were measured per biological replicate.

### Statistical analysis

All experimenters were blinded to treatment conditions while performing image analysis. All statistical analysis was completed using GraphPad Prism. Data are presented as ± SEM. All statistical values are reported in the text as appropriate.

## Data availability statement

The datasets presented in this study can be found in online repositories. The name of the repository and accession number can be found below: National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO), https://www.ncbi.nlm.nih.gov/geo/, GSE138480.

## Ethics statement

The animal study was reviewed and approved by the Washington University School of Medicine Institutional Animal Care and Use Committee (IACUC) under protocol A-3381-01. All experiments were performed in accordance with the relevant guidelines and regulations. All experimental protocols involving mice were approved by the Washington University School of Medicine (protocol #21-0104 and #20-0173). Mice were housed and cared for in the Washington University School of Medicine animal care facility. This facility is accredited by the Association for Assessment and Accreditation of Laboratory Animal Care (AALAC) and conforms to the PHS guidelines for Animal Care. Accreditation - 7/18/97, USDA Accreditation: Registration #43- R-008.

## Author contributions

OA, JL, GZ, and VC conceived and designed the experiments. OA, JL, and KL performed the experiments. TL and GZ performed the bioinformatic analyses. OA and JL performed the data analysis. VC secured the funding. OA, GZ, and VC wrote the manuscript. All authors approved the submitted version.

How the deposited data were processed for this re-analysis (not part of the article)

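RNA was sequenced from eDRG spot cultures treated with FDU, in 3 uninjured control cultures at DIV7 and in 3 cultures at each of 1, 3, 8, 16 and 24 HPI, 18 libraries in all. The replicate number was taken as the batch. The deposited values are counts per gene, which according to the paper's methods the authors made by trimming the reads with cutadapt, aligning them with STAR and counting them on genes, and which were deposited without normalization or batch correction. The paper names featureCounts as the counter, and the 5 closing entries of each table carry the names that htseq-count writes. No pair of libraries held identical counts.

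Gene names, positions, exon lengths, GC content and introns came from GENCODE vM21 on GRCm38, which holds 55536 genes. It matched 47224 of the 47643 identifiers, and 419 had no match and were kept under their identifier. Genes of the paper's tables were matched by name, and 14 of its symbols through the older name of the gene.

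The counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and tables and figures were made in Python 3.11.15. Genes over 1 CPM in at least 3 libraries were tested, 13771 in all. Libraries were normalized by TMM. One quasi-likelihood model was fitted to all 18 libraries with terms for time point and batch. Each time point was compared with control, 24 HPI with 16 HPI, and 16 HPI with 8 HPI, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, two-sided. A gene was called with an adjusted p under 0.05 and an absolute log2 fold change over 1. For distances, principal components and clusters, log2 CPM had a prior count of 2, and the batch was removed for the principal components and clusters. Distances and principal components used the 500 most variable genes, and differences between distances were tested by an exact permutation of signs within batches.

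The genes named are those that the paper names in its results for the RNA sequencing and, at each time point, the 3 called genes with the largest log2 fold change in each direction among those that moved the same way in all 3 batches. Genes named outside this rule were chosen after their values were seen, which applies to the called channel genes, to Arc at 1 HPI and to the shared genes that were not called. Lists of genes for satellite glia and Schwann cells, fibroblasts, endothelial cells, myeloid cells, residual rRNA, cell division, immediate early genes, p53 targets, the integrated stress response, regeneration-associated genes and sex chromosome genes were tested with limma's camera on voom values with a preset correlation of 0.01, and so was the ion channel set. Against control, the lists were adjusted together over all time points and the ion channel set on its own. Between 24 and 16 HPI, the lists and the ion channel set were adjusted together. The comparisons, lists, alternatives and the rule for named genes were set before the data were examined.

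The alternatives were DESeq2's size factors or upper-quartile factors in edgeR, the DESeq2 Wald test, at least 10 counts over all libraries or over 1 CPM in all 18 libraries as the filter, no replicate block, a RUVs factor written out by hand in place of the block, a GC and length correction by smooth offsets per library, the residual rRNA list and mitochondrial genes left out, the 2 compared groups alone, and each library left out in turn. Distances were also taken over the 2000 most variable genes and over all tested genes, principal components with the batch left in, and RPKM over the longest transcript. The DESeq2 Wald test without independent filtering was added after the data were seen. For a single gene, an alternative was counted only where it gave that gene an adjusted p. The number of alternatives therefore differs between genes, and is lower for genes at low counts.

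The method was tested on simulated data, where 200 of 200 genes changed 3-fold were called with 2 false calls among 13578 genes. Without the replicate block, 197 were called. The changed genes were drawn from those with higher expression, so genes at low counts and changes near 2-fold were not tested in this way. The libraries held between 9478891 and 23082327 counts on genes, and the limit of detection of 3 counts covers counting error only. A fold change against a group with no more than 3 counts in any library is given as a lower bound. The published single-cell and in vivo data, the staining, the lentiviral assays and the binding site predictions were not analysed, since the deposited counts do not cover them, and the full in vivo gene lists of Figure 3F are incomplete in the supplement.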

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

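The test of the rRNA list at 16 HPI was chosen only after its result was seen, and the other tests of these results were chosen before.

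The 24 HPI and 16 HPI libraries differed from each other. Between them, 70 genes were called, 13 higher and 57 lower at 24 HPI, and 69 moved the same way in all 3 batches. Of the 10 splits of these 6 libraries into groups of 3, the real one alone called as many, and the next called 1, but 10 splits cannot give a share under 0.05. Among the 4 splits that part all pairs, the real one alone called any gene. After a correction for GC content and gene length, 66 of the 70 calls held, which argues against such a bias as the whole cause. With the residual rRNA list and mitochondrial genes left out, 66 of 66 remaining calls held, but without 16 HPI replicate 1, the library richest in rRNA, 34 of 64 held and 38 genes were called. Another library weighed nearly as much, since 38 of 69 held without 24 HPI replicate 3, where 46 genes were called. Without 24 HPI replicate 1, 44 of 68 held. The others weighed less, with 53 of 63 held without 16 HPI replicate 2, 48 of 64 without 16 HPI replicate 3 and 53 of 69 without 24 HPI replicate 2. Since 24 HPI replicate 3 weighed nearly as much, an effect of the rRNA in 16 HPI replicate 1 cannot be told apart from the loss of 1 library in 6. The median counts on genes were 16995702 at 16 HPI and 20652279 at 24 HPI. An effect of this difference in depth was not tested on its own. A change in the response with time is open as a biological explanation.

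Jun, Atf3 and Rest each changed between time points. Jun fell by 0.86 on the log2 scale from 16 to 24 HPI (adjusted p = 5.6e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Atf3 rose by 0.87 from 8 to 16 HPI (adjusted p = 0.00252, same test) and fell by 1.97 from 16 to 24 HPI (adjusted p = 2.0e-06, same test). Without the replicate block, the rise of Atf3 from 8 to 16 HPI did not pass the threshold (adjusted p = 0.163, same test), nor did the fall of Jun to 24 HPI (adjusted p = 0.173, same test). Rest rose by 2.43 from 8 to 16 HPI (adjusted p = 1.2e-05, same test) and fell by 1.815 from 16 to 24 HPI (adjusted p = 6.2e-05, same test). All of these had the same direction in 3 of 3 batches. With each library left out in turn, the fall to 24 HPI lay between -0.92 and -0.78 for Jun, between -2.35 and -1.78 for Atf3 and between -1.9998 and -1.60 for Rest. With the GC and length correction, the log2 fold change was -0.85 for Jun at 24 HPI against 16 HPI, -1.95 for Atf3 at 24 HPI against 16 HPI, -1.76 for Rest at 24 HPI against 16 HPI, 0.83 for Atf3 at 16 HPI against 8 HPI and 2.41 for Rest at 16 HPI against 8 HPI, each with an adjusted p under 0.05, which argues against such a bias as the whole cause. A peak in time remains open as a biological explanation.

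Among the lists, 5 differed between 24 and 16 HPI. The median log2 fold change was -0.50 for immediate early genes, -0.39 for the integrated stress response, -0.35 for regeneration-associated genes, -4.11 for residual rRNA and 0.0731 for ion channel genes (camera adjusted p from 8.0e-09 to 0.00389). In the 3 batches, the rRNA list gave -6.05, -3.58 and -0.36. Under fry, the rRNA list did not pass, at 0.0774, and with an estimated correlation only the integrated stress response and the regeneration-associated genes passed, while ion channel genes gave 0.0671. In 3 of the 10 splits of these libraries, the real one included, as many lists passed the threshold, so the number of lists cannot be told apart from an arbitrary grouping of 6 libraries.

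The share of residual rRNA was high in 16 HPI replicate 1 and in 3 HPI replicate 3. The paper does not give the share of rRNA in its libraries, while its supplement lists 5 of the 8 genes of the rRNA list among the changed genes. The list held 4.62% of the counts of 16 HPI replicate 1 and 1.71% of those of 3 HPI replicate 3, against 0.994% in the highest control library. The other 16 HPI libraries held 1.44% and 1.03%, so all 3 lay above the controls. For Lars2, 16 HPI replicates 1, 2 and 3 had 4490.3, 4523 and 54.4 CPM, so the rise was not that of 1 library. Without 16 HPI replicate 1, the median log2 fold change of the list was 3.25 and did not pass the threshold. Since a library of another time point was also above every control, incomplete removal of rRNA in single libraries may account for the rise of the list at 16 HPI. Against it as the cause of the other calls at 16 HPI, 139 of the 192 calls tested held without 16 HPI replicate 1, and 199 of 200 held with the list and mitochondrial genes left out. A rise of these fragments with injury at 16 HPI stays open.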

How the results depend on the processing

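One alternative, the DESeq2 Wald test without independent filtering, was chosen only after the result of that test was seen. With DESeq2's size factors, every count of called genes stayed within 1.5 times its value. With genes having at least 10 counts over all libraries, 311 genes were called at 16 HPI and 463 at any time point, where more genes are tested by construction.

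With over 1 CPM in all 18 libraries, 0 genes were called at 1 HPI (1628 with an unadjusted p under 0.05), 1 at 3 HPI, 26 at 8 HPI, 68 at 16 HPI, 24 at 24 HPI, 21 between 24 and 16 HPI and 94 at any time point. The same filter left 14 TFs, 1 TF at all of 8, 16 and 24 HPI and 26 shared genes. Most of the loss follows from fewer genes tested, since 0, 1, 27, 68 and 24 of the genes called at the 5 time points were still tested and 0, 1, 26, 68 and 24 of them were called.

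Without the replicate block, 0 genes were called at 1 HPI (457 with an unadjusted p under 0.05), 1 at 3 HPI, 16 at 8 HPI, 108 at 16 HPI, 23 at 24 HPI, 18 between 24 and 16 HPI and 122 at any time point, with 14 TFs, 0 TFs at all of 8, 16 and 24 HPI and 26 shared genes. The change of Atf3 from 8 to 16 HPI was 0.88 and no longer passed the threshold. With a RUVs factor in place of the block, 1 gene was called at 1 HPI, 1 at 3 HPI, 38 at 8 HPI and 38 between 24 and 16 HPI. The cause was not tested in either case.

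With the DESeq2 Wald test, 0 genes were called at 1 HPI (1214 with an unadjusted p under 0.05), 1 at 3 HPI, 47 at 8 HPI, 72 at 24 HPI and 43 between 24 and 16 HPI. Part of this follows from independent filtering, which left 5874 genes without an adjusted p at 1 HPI. With the 2 groups alone, 10 genes were called at 1 HPI, 2 at 3 HPI and 46 at 8 HPI, and the cause was not tested.

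The fall of Jun from 8 to 16 HPI passed the threshold with the GC and length correction, at -0.27, with the 2 groups alone, at -0.22, and without 16 HPI replicate 2, at -0.30. The cause was not tested. Myc at 16 HPI, 0.03 with all libraries, was -0.013 with the GC and length correction, -0.061 without control replicate 3, -0.0356 without 16 HPI replicate 1 and -0.0672 without 16 HPI replicate 3. Nfya at 16 HPI was -0.0145 without control replicate 1 and -0.0361 without 16 HPI replicate 1. Rest at 8 HPI was 0.0054 without 8 HPI replicate 1. Each of these is within its standard error of 0, and the counts of Rest, 5 to 21 in control and at 8 HPI, limit its direction there.

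Distances grow with the number of genes by construction. Over all tested genes they were 31.1, 33.2, 39.3, 46.4 and 38.6 from 1 to 24 HPI, and over the 2000 most variable genes 23.2, 25.2, 30.2, 36.4 and 29.2. With the rRNA list and mitochondrial genes left out, the distance at 8 HPI was 22.1. With the batch left in, the first principal component parted 16 HPI from control by 6.19 and 24 HPI by 3.57, and the cause was not tested.

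With each library left out in turn, the genes called lay between 1 (without control replicate 3) and 5 at 1 HPI, between 1 (without 3 HPI replicate 2) and 8 (without 3 HPI replicate 1) at 3 HPI, between 40 (without 8 HPI replicate 3) and 73 at 8 HPI, between 159 and 246 at 16 HPI, between 85 and 123 at 24 HPI and between 38 (without 16 HPI replicate 1) and 80 between 24 and 16 HPI. Genes at any time point lay between 262 and 327, TFs between 19 and 24, TFs at all of 8, 16 and 24 HPI between 1 (without control replicate 1 or 3) and 3, and shared genes between 42 and 59. From 8 to 16 HPI, Jun lay between -0.30 and -0.15, Atf3 between 0.69 and 1.08 and Rest between 2.06 and 2.72. Myc at 16 HPI lay between -0.0672 and 0.18, Nfya between -0.0361 and 0.24, and Rest at 8 HPI between -0.65 and 0.0054. Distances lay between 14.0 and 15.4 at 1 HPI, 15.1 and 18.1 at 3 HPI, 19.5 and 21.1 at 8 HPI, 24.4 and 29.8 at 16 HPI and 19.4 and 21.9 at 24 HPI.

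Among single genes, 97 of 967 values under all alternatives lost their call and 7 gained one. Without the replicate block alone, 26 of 61 values lost their call. Both totals include genes such as Ctcf and Yy1 at 16 HPI, which were not called and had no call to lose. The share of calls lost is therefore higher than these totals give. Among list and time point pairs, 21 of 254 were lost. With the longest transcript, genes of the named subtypes over an RPKM of 5 went from 96 to 120 and those over 1 from 292 to 312. The ion channel set passed at all 5 time points under all 16 alternatives at each. Removing the batch or not cannot move the order of the group means of a cluster gene, since every batch holds each group once. The z-scores and their spread can change with the batch left in, and they are not given for that setting. A TMM factor cannot move a ratio of markers within a library.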

Differences from the paper's values

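All alternatives named here were set before the data were examined, except the DESeq2 Wald test without independent filtering. Of 94 values compared, 3 were counted as differing. Gaps such as 400 genes against the paper's 467, or 36.5% against about 54% for the first principal component, were not counted. These values are not equal, and they are given below.

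At 1 HPI, the paper lists 0 differentially expressed genes and 4 were called here, with 1769 genes at an unadjusted p under 0.05. With over 1 CPM in all 18 libraries, without the replicate block and with the DESeq2 Wald test, 0 genes were called, and 1628, 457 and 1214 had an unadjusted p under 0.05. The other 13 of the 16 alternatives called between 1 and 10 genes.

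The paper gives 10 TFs as higher at 8, 16 and 24 HPI, and 3 were called at all of these time points here. None of the 28 alternatives closed the gap, with values from 0 to 3. Table 1 itself lists 4 TFs at 3 time points and 10 at 2 or more, and 10 were also called here at 2 or more of them. The TFs are not all the same. Nr4a1, listed at 16 and 24 HPI, was not tested, and Junb, listed at 16 HPI, was called at 16 and 24 HPI.

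The log2 fold change of Rest at 24 HPI is 0.0900 in the paper's supplement and was 0.25 here. Without control replicate 1 and without 24 HPI replicate 3, it was 0.11 and came within the spread between replicates of the paper's value. The other 13 of the 15 alternatives did not close the gap. The gap is smaller than the standard error of the value, 0.31, so it is not a measured difference in Rest, whose change at 24 HPI passed the threshold under no setting. Of 39 log2 fold changes compared, 0 had another sign.

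The paper's sum over time points is 467 and was 400 here, and its number of different genes is 365 and was 300 here. With the rRNA list and mitochondrial genes left out, 5, 3, 92, 228 and 137 genes were called at the 5 time points, whose sum comes close to the paper's, and the number of different genes was 353. CPM was then taken without these reads, so 14337 genes passed the filter in place of 13771. The rise in calls therefore cannot be credited to the removed reads alone. At 8 HPI, the paper lists 90 genes and 74 were called, or 92 with the rRNA list and mitochondrial genes left out and 94 with at least 10 counts over all libraries. At 16 HPI, it lists 250 and 205 were called, or 246 without control replicate 3 and 246 without 16 HPI replicate 2. At 24 HPI, it lists 122 and 113 were called, or 123 without control replicate 3. At 3 HPI, it lists 5 and 4 were called, or 5 without control replicate 1. The called genes differ in part. Of the paper's genes at 3, 8, 16 and 24 HPI, 5, 76, 206 and 103 were tested here. Of those tested, 5, 76, 205 and 103 moved in the paper's direction, which is not independent since the libraries are the same. In that direction, 1, 56, 178 and 89 were also called. At these time points, 3, 18, 27 and 24 genes called here are not in its list. The paper's first principal component is about 54% in Fig. 3B, read by eye from an image in which its first digit is unclear, against 36.5% here and 37.6% with the batch left in.

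The paper places 16 and 24 HPI as the time points with the most change. Here 16 HPI had the largest mean distance from control over the 500 most variable genes, at 27.3, while 24 and 8 HPI differed by 0.115, and 8 HPI was further than 24 HPI over all tested genes, over the 2000 most variable genes, with the rRNA list and mitochondrial genes left out, without replicate 1 and without replicate 2. By other measures 24 HPI was ahead of 8 HPI, with 113 against 74 genes called and a shift from control of 13.8 against 7.25 along the first principal component. The paper's sheet of subtype genes holds 49 genes where its text gives 50.

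Of the TFs in Table 1, Tgif1 at 8 HPI was not called under any setting. Creb3l2 was called without control replicate 3 and without 16 HPI replicate 3. L3mbtl3 was called with upper-quartile factors, with the RUVs factor, and without control replicate 3, 16 HPI replicate 2 or 16 HPI replicate 3. Nr4a1 and Zbtb16 were called with at least 10 counts over all libraries, and Nr4a1 also with the rRNA list and mitochondrial genes left out. Gli3 was called under no setting. Of the shared genes, Prrt2 was called under no setting. Olfr539, Plekhg3, Pmaip1 and Zbtb16 were called with at least 10 counts over all libraries, and Plekhg3 and Pmaip1 also with the rRNA list and mitochondrial genes left out. Zmat4 was called without 16 HPI replicate 2 or 3, and St6galnac5 without control replicate 3 or 16 HPI replicate 2. Aifm3 was called without the replicate block, with the RUVs factor, and without control replicate 3, 24 HPI replicate 2 or 24 HPI replicate 3. Gadd45a was called with the RUVs factor, the DESeq2 Wald test with and without independent filtering, and without control replicate 3, 8 HPI replicate 2 or 8 HPI replicate 3. Socs2 was called with upper-quartile factors, the 2 groups alone, the DESeq2 Wald test with and without independent filtering, and without control replicate 3, 16 HPI replicate 2 or 16 HPI replicate 3. Lpar4 was called under 12 settings, which were upper-quartile factors, at least 10 counts over all libraries, the GC and length correction, the 2 groups alone, the DESeq2 Wald test with and without independent filtering, and leaving out control replicate 1 or 3, 3 HPI replicate 1 or 2, or 16 HPI replicate 1 or 2. The test without independent filtering was chosen after seeing the values.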

Other observations

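The tests of the noncoding genes against genomic DNA, and the regroupings for the TFs and the shared genes, were chosen only after the results were seen.

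Under the DESeq2 Wald test no gene was called at 1 HPI, although 1214 had an unadjusted p under 0.05. Its independent filtering left 5874 of 13771 genes without an adjusted p at 1 HPI, Fos, Fosb, Arc and Zfp185 among them. Without that filtering, the DESeq2 adjusted p of Fos was 1.6e-06, that of Fosb 3.4e-05, that of Zfp185 0.00367 and that of Arc 0.00943. The filtering may therefore account for the absence of calls. The early rise did not come from a single library, since the lowest log2 fold change of Fos over the 6 fits that each left out 1 library was 1.96 and its call held in all 6. Fosb kept its call in 5 of 6 and lost it without control replicate 3, where its adjusted p was 0.059 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). An early response to injury, or to handling of the cultures, stays open.

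At 8 HPI, 29 of the 39 genes called lower were noncoding, in the sense of any GENCODE type other than protein-coding. By type, 16 of the 29 were TEC, for which coding status is left open, 6 antisense and 5 sense-intronic. The others were 1 processed pseudogene and 1 mitochondrial tRNA gene. Most of the lower calls were lost without 8 HPI replicate 3, where 35 of 40 calls were higher, and without control replicate 3, where 33 of 43 were. Without the replicate block, all 16 calls were higher. Of the 29 noncoding genes, 20 lie in an intron of a protein-coding gene on the same strand. A further 2 lie in an intron on the opposite strand, 3 outside and 4 over exons. The 259 tested noncoding genes in same-strand introns had a median log2 fold change of -0.38 at 8 HPI, and -0.13, -0.22 and -0.55 in the 3 batches, against 0.00, 0.02 and -0.01 for the 611 genes outside. Their medians at the 5 time points were -0.14, -0.33, -0.38, -0.30 and -0.36. A lower share of reads from unspliced transcripts may account for this. Lower expression of the host genes does not account for it, since the hosts of the 20 had a median of -0.11 and none was called lower, and over all 248 pairs in same-strand introns the median was -0.40 for the noncoding genes and -0.05 for their hosts. A GC or length bias is argued against by 28 of the 29 calls that held after that correction. Reads from genomic DNA would lower genes outside too, and the 255 genes outside in the same range of expression had a median of -0.0144, against -0.37 for 129 in same-strand introns. In the same range, 40 genes in introns on the opposite strand had a median of -0.26, and -0.19, -0.10 and -0.31 in the 3 batches. All 87 tested genes in introns on the opposite strand had a median of -0.16, and -0.05, 0.01 and -0.18, so batch 2 showed no fall. Unspliced transcripts would account for a fall on the opposite strand only if reads were counted on both strands. The strand used in counting is not stated, so unspliced transcripts stay open as the cause. Whether splicing or transcription changes after injury was not tested.

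In the principal components, 3 HPI replicate 3 lay 10.8 from the mean of the other 3 HPI libraries. With the rRNA list and mitochondrial genes left out, 3.18 remained, which is 29.5%, and 5 genes of the rRNA list were among the 500. Residual rRNA in this library may therefore account for most of that distance. In the same way, the distance went from 11.0 to 2.35 in 3 HPI replicate 1, from 10.7 to 2.96 in 16 HPI replicate 3 and from 9.82 to 5.62 in 16 HPI replicate 1. The rRNA list rose at 16 HPI by a median log2 fold change of 4.79, with 4.65, 4.16 and 0.68 in the batches, and did not pass under fry.

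Each time point was compared with control in 10 splits of its 6 libraries, and 1 of the 10, the real one, called as many genes at each of 1, 3, 8, 16 and 24 HPI, though 10 splits cannot give a share under 0.05. In 50 regroupings of all libraries within batches, 1, the real one, gave as many genes at any time point, and the next called 179. The real grouping was also the 1 of 50 that called the most TFs and the 1 of 50 that called the most shared genes. This was fixed in advance, since the study chose both lists on these libraries, and it decides nothing. The counts at 16 HPI do not rest on GC content or gene length alone, since 197 of 205 calls held after that correction.

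Of 50 pairs of list and time point, 17 passed the threshold with camera, of which 15 also passed under fry and 11 with an estimated correlation, namely immediate early genes at 5 time points, p53 targets at 3, regeneration-associated genes at 2 and the integrated stress response at 8 HPI. Since 4 of 50 regroupings, the real one included, gave as many pairs, the number of pairs may come from an arbitrary grouping, and only the single lists are read further. Immediate early genes had median log2 fold changes of 0.83, 0.71, 1.91, 1.59 and 0.94 at the 5 time points, and 1 of 50 regroupings, the real one, reached the highest of these. The p53 targets had 0.15, 0.50 and 0.24 from 8 to 24 HPI, regeneration-associated genes 0.26 and 0.59 at 8 and 16 HPI, and the integrated stress response 0.49 at 8 HPI and -0.24 at 24 HPI. The regroupings test only the highest median of each list. For p53 targets, 1 of 50, the real one, reached 0.50, with 0.49 in the next, for regeneration-associated genes 1 of 50, the real one, reached 0.59, with 0.48 in the next, and for the integrated stress response 2 of 50, the real one included, reached 0.49. The integrated stress response also passed at 3 HPI, with 0.11, and at 16 HPI, with 0.10, and cell division at 1 HPI, with 0.16, and at 24 HPI, with 0.22. Fibroblasts, myeloid cells, satellite glia and Schwann cells and sex chromosome genes passed at no time point with camera. Under fry, 3 further pairs passed, myeloid cells at 8 HPI (adjusted p = 0.0493, median 0.47) and 24 HPI (adjusted p = 0.0124, median 0.46), from 3 tested genes, and cell division at 16 HPI (adjusted p = 0.0197), and none of these passed with an estimated correlation. Of the endothelial list, 0 of 7 genes were tested. Of 10 immediate early genes 9 are in the paper's list from these libraries, of 14 p53 targets 6, of 17 regeneration-associated genes 4 and of 9 integrated stress response genes 2, so these lists are not independent of it.

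The ion channel set lay lower at all 5 time points, and so it did in 5 of 50 regroupings, the real one included, so this breadth may come from an arbitrary grouping, as all comparisons share the control. At 16 HPI, 1 of 50, the real one, gave a median as low as -0.26, and the next gave -0.22. After the GC and length correction the highest adjusted p of the set was 0.0129, which argues against that bias as the whole cause. A response to injury at 16 HPI stays open as a hypothesis.

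Of the TFs that the paper chose for lentiviral expression, Atf3, Fos and Egr1 were called in the culture after injury. Egr1 had a log2 fold change of 2.14 at 8 HPI, which was called under all 17 alternatives, the lowest being 1.93 without control replicate 3. It had 1.00 at 16 HPI, a call that held in 9 of 17 alternatives and was 0.79 without control replicate 3. At 16 HPI, Ctcf had 0.09, Yy1 -0.04, E2f2 0.23, Nfya 0.11 and Ebf1 -0.15 (adjusted p = 0.0292 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Nfya was -0.04 without 16 HPI replicate 1. Among the predicted TFs, Hif1a had 0.32 (adjusted p = 0.000236, same test), Srf 0.27 (adjusted p = 0.0157, same test) and Myc 0.03, or -0.07 without 16 HPI replicate 3. Over the alternatives, the adjusted p lay between 0.0163 and 0.368 for Ebf1, between 1.5e-05 and 0.0612 for Hif1a and between 0.00834 and 0.108 for Srf. Pparg had at most 16 counts in any library and was not tested.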
